# Pim1 promotes IFN-β production by interacting with IRF3

**DOI:** 10.1038/s12276-022-00893-y

**Published:** 2022-11-29

**Authors:** Ryeojin Ko, Jeongin Seo, Hana Park, Nawon Lee, Soo Young Lee

**Keywords:** Toll-like receptors, Phagocytes

## Abstract

The Pim (proviral integration site for Moloney murine leukemia virus) proteins compose a serine threonine kinase family whose members regulate cell proliferation, migration and cell survival. However, whether Pim kinases participate in innate immune responses is unclear. Here, we show for the first time that Pim1 plays an essential role in the production of interferon (IFN)-β by macrophages after their Toll-like receptor (TLR) pathway is activated by pathogen-associated molecular patterns (PAMPs). Specifically, Pim1 was quickly upregulated in an NF-κB-dependent manner after TLR stimulation with PAMPs. Pim1 deficiency reduced TLR3- or TLR4-stimulated IFN-β and IFN-stimulated gene (ISG) expression but not proinflammatory cytokine expression in macrophages. Mechanistically, Pim1 specifically upregulates IRF3 phosphorylation and nuclear translocation. However, this role is not dependent on Pim1 kinase activity. Rather, Pim1 appears to promote IRF3 phosphorylation by enhancing the formation of IFN-β signaling complexes composed of TRIF, TRAF3, TBK1, and IRF3. Poly (I:C)-treated *Pim1*^*−/−*^ mice produced less serum IFN-β and were less likely to survive than wild-type mice. These findings show for the first time that Pim1 participates in TLR-mediated IFN-β production, thus revealing a novel target for controlling antiviral innate immune responses.

## Immunology: A player in the front-line antiviral response

A signaling protein that promotes cell survival also helps manage the immune system’s ‘front-line’ response to viral infection. Immediately after infection, the cells of our innate or non-specific immune system rapidly mobilize to keep pathogens at bay until our T and B cells elicit a specific immune reaction. Soo Young Lee and colleagues at Ewha Womans University in Seoul, South Korea, have now linked the antiviral innate immune response to Pim1, a signaling protein known to prevent cell death in both healthy and cancerous cells. Viral infection triggers innate immunity via proteins known as toll-like receptors (TLR). The researchers showed that TLR activation in mouse immune cells results in a sharp increase in Pim1 expression. Without Pim1, immune cell survival after TLR activation is greatly reduced, highlighting a potentially important role in the antiviral response.

## Introduction

Innate immune cells form the first line of host defense against pathogens because they express molecules called pattern recognition receptors (PRRs) on their surface or endosomes. PPRs recognize viral or bacterial molecules called pathogen-associated molecular patterns (PAMPs). Upon binding of PAMPs, PRRs activate multiple signaling cascades that cause innate immune cells to produce inflammatory cytokines^1–3^ and two key subtypes of the type I interferon (IFN) family, namely, IFN-α and IFN-β; the latter is a highly conserved cytokine that plays critical roles in antiviral innate immune responses^4,5^. Classical examples of PRR-PAMP interactions involve Toll-like receptor 3 (TLR3) and TLR4, which are highly conserved PRRs that recognize double-stranded RNA (dsRNA) and lipopolysaccharide (LPS), respectively^6,7^. These PRR-PAMP interactions induce the selective recruitment of an immune adaptor protein known as toll-interleukin 1 (IL-1) receptor homology (TIR) domain-containing adaptor inducing IFN-β (TRIF), which binds to the TLR and then recruits downstream signaling molecules that ultimately induce the production of IFN-β^8–10^. Specifically, TRIF forms a signaling complex with TNF receptor-associated factor (TRAF) that activates tank-binding kinase 1 (TBK1)^11,12^, which in turn phosphorylates the master transcription factor called interferon regulatory factor 3 (IRF3)^13,14^. This phosphorylation event causes IRF3 to dimerize, translocate into the nucleus, and induce the expression of IFN-β. IFN-β then induces the expression of IFN-stimulated genes (ISGs) through the Janus kinase (JAK)-signal transducer and activator of transcription (STAT) pathway^15,16^.

Pim is a highly conserved serine/threonine kinase with three isoforms, namely, Pim1^17–19^, Pim2^20^ and Pim3^21^. The Pim1 gene contains the upstream CUG start codon, and its Pim1L and Pim1S isoforms are produced by alternative translation^18^. Pim kinases, which have extensive amino acid homology, are constitutively active and play critical roles in multiple cellular functions^22,23^, including cell cycle control^24^, growth^25^, proliferation^26^, migration^27^, apoptosis^28,29^ and survival^30^. Indeed, numerous studies have shown that all Pim kinases are oncogenic proteins that promote tumorigenesis *via* diverse signaling pathways^31–33^. Pim kinases also participate in adaptive immune responses, again *via* disparate mechanisms^34^. For example, Pim1 promotes lymphocyte proliferation and survival by suppressing apoptosis^35^ and promoting NFATc1 activity^36^. Moreover, it enhances CD8 + T-cell survival, promotes CD8 + T-cell memory, and fosters B-cell proliferation^37–39^.

While Pim2 also promotes B-cell survival, it inhibits T-cell immune responses; this is achieved by downregulating T-cell production of pro-inflammatory cytokines^40^. In contrast, while Pim3 also inhibits T-cell responses, it accomplishes this by inhibiting CD4 + and CD8 + T-cell proliferation and activation^41^. In addition, while all Pim kinases are expressed in both Th1 and Th2 cells, their expression is higher in Th1 cells, and they promote Th1-cell differentiation from precursor Th cells^42^.

In contrast, very little is known about the potential role of the Pim kinase family in innate immune responses. Some very limited recent evidence suggests that these kinases can also participate in this arm of the immune system, especially during viral infection. In particular, the results of two studies suggest that Pim1 may be able to modulate virus-induced type I IFN signaling, which is an important mediator of innate immunity^43,44^. Here, we expand this finding by conducting exploratory analyses with Pim1-knockout mice and RNA-seq analyses. We show for the first time that Pim1 facilitates the innate immune responses that are driven by TLR-mediated IFN-β production. Specifically, we observed that Pim1 expression was elevated soon after TLR stimulation and that Pim1 deficiency significantly reduced the phosphorylation and nuclear translocation of IRF3. Our other findings suggest that Pim1 promotes IFN-β expression by enhancing the formation of a cell surface signaling complex composed of TRIF, TRAF3, TBK1, and IRF3; this complex then induces IRF3 phosphorylation. Importantly, the kinase activity of Pim1 was not needed for this function. Our findings thus show that Pim1 can positively regulate the TLR signaling pathway. These observations may provide insights into potential approaches to controlling antiviral responses.

## Materials and Methods

### Mice

*Pim1*^*−/−*^ mice were generated by Macrogen *via* CRISPR/Cas9-mediated genome editing. All mice were on the C57BL/6 genetic background and were bred in the animal facility under specific-pathogen-free conditions. All animal experimental procedures were approved by the Institutional Animal Care and Use Committee (IACUC) of Ewha Womans University (No. 19-006).

### Cells

Murine BMDMs were generated by flushing bone marrow cells from the femurs and tibias of 8- to 10-week-old male C57BL/6 mice, suspending them in Dulbecco’s modified Eagle’s medium (DMEM; HyClone) supplemented with 20% FBS (HyClone), 100 units ml^−1^ penicillin (HyClone) and 100 μg ml^−1^ streptomycin (HyClone), and culturing them at 37 °C and 5% CO_2_ for 1 d. Nonadherent cells were then further cultured with 10 ng ml^−1^ recombinant human macrophage colony-stimulating factor (R&D Systems) for 7 d. *Pim1*^*−/−*^ RAW264.7 cells were generated by ToolGen *via* CRISPR/Cas9-mediated genome editing. A stable HEK293-TLR3 cell line was kindly provided by Dr. I.H. Choi (Yonsei University College of Medicine, Seoul, South Korea). RAW264.7, HEK293-TLR3 and Plat-E cells were cultured in DMEM supplemented with 10% FBS, 100 units ml^−1^ penicillin and 100 μg ml^−1^ streptomycin.

### Reagents and antibodies

BAY 11-7082 (#B5556), BAY 11-7085 (#B5681), PD98059 (#P215), SB203580 (#S8307) and SP600125 (#S5567) were obtained from Sigma‒Aldrich, and SMI-4a (#S8005) was obtained from Selleck Chemicals. Antibodies specific for p-TBK1 (#5483, 1:1,000), TBK1 (#3013, 1:1,000), p-IRF3 (#4947, 1:1,000), IRF3 (#4302, 1:1,000), p-STAT1 (#9167, 1:1,000), p-NF-κB p65 (#3033, 1:1,000), NF-κB p65 (#8242, 1:1,000), p-ERK (#4370, 1:1,000), p-p38 (#9215, 1:1,000) and p-JNK (#9251, 1:1,000) were purchased from Cell Signaling Technology. Antibodies specific for Pim1 (#sc-13513, 1:1,000), Pim2 (#sc-13514, 1:1,000), Pim3 (#sc-98959, 1:1,000), HA (#sc-7392, 1:1,000), GST (#sc-138, 1:1,000), GFP (#sc-9996, 1:1,000), β-actin (#sc-87778, 1:1,000) and GAPDH (#sc-87724, 1:1,000) were obtained from Santa Cruz Biotechnology. A TRIF-specific antibody (#NB120-13810, 1:1000) was purchased from Novus Biologicals, while a Flag-specific antibody (#F3156, 1:10,000) was purchased from Sigma‒Aldrich. Horseradish peroxidase-conjugated secondary antibodies (1:10,000) were obtained from The Jackson Laboratory.

### Cell stimulation

For TLR stimulation, 1 × 10^6^ BMDMs or RAW264.7 cells were seeded in 12-well plates and then treated with 100 ng ml^−1^ Pam3CSK4 (InvivoGen), 10 μg ml^−1^ poly (I:C) (Sigma‒Aldrich) or 100 ng ml^−1^ LPS (Sigma‒Aldrich) for the indicated times.

### Plasmids

The pMX-IRES-EGFP plasmids containing Flag-tagged WT or mutant murine Pim kinase family members and the pIRES-hrGFP-2a plasmid containing HA-tagged murine Pim1 were a gift from Dr. N.S. Kim (Chonnam National University Medical School, Gwangju, Republic of Korea) and have been described previously^45^. The pCMV6 plasmid containing Flag-tagged human TRIF was obtained from Dr. W.S. Ryu (Yonsei University, Seoul, Republic of Korea). The pcDNA3.1 plasmids containing Flag-tagged human WT TBK1 or TBK1 (K38A) and pEGFP-C1 plasmids containing human WT IRF3, IRF3 (5D) or IRF3 (5 A) were gifts from Dr. J.Y. Lee (Gwangju Institute of Science and Technology, Gwangju, Republic of Korea). The pFlag-CMV2 plasmids containing murine TRAF2, TRAF3, TRAF5 or TRAF6 were previously described^46,47^. To generate WT GST-fused human IRF3 and its and deletion mutants, the ORF sequence of IRF3 was amplified from pEGFP-C1-IRF3 by site-directed mutagenesis, and the WT and mutant sequences were subcloned into pEBG plasmids.

### Cell transfection

For plasmid DNA transfection, HEK293-TLR3 or HEK-293T cells were transfected with the indicated plasmids for 36 h by using Lipofectamine 2000 (Invitrogen) according to the manufacturer’s protocol. For siRNA transfection, 1 × 10^6^ BMDMs seeded in 12-well plates were transfected with 20 nM control or murine Pim1-specific siRNA (#AM16708-150114, Ambion) for 36 h by using Lipofectamine RNAiMAX (Invitrogen) according to the manufacturer’s protocol.

### Retroviral transduction

To generate retroviruses, supernatants were collected from Plat-E packaging cells that were transfected with the empty pMX-IRES vector or pMX-IRES-Flag-Pim1 (WT, K67M or DN) plasmid and then filtered through a 0.45-μm filter. For retroviral transduction, 1 × 10^6^ BMDMs seeded in 12-well plates were incubated with retroviral supernatants in the presence of 10 μg ml^−1^ polybrene (Sigma‒Aldrich) for 2 d.

### Immunoprecipitation and immunoblot analysis

Whole-cell lysates were obtained by washing cells with cold PBS (HyClone) and lysing them with RIPA buffer [50 mM Tris-HCl (pH 8.0), 150 mM NaCl, 1% NP-40, 0.1% SDS and 0.5% sodium deoxycholate] containing phosphatase and protease inhibitors. The lysates were immunoprecipitated by incubation with the indicated primary antibodies overnight at 4 °C. Thereafter, they were incubated with protein G Sepharose (Millipore) at 4 °C for 1 h with gentle shaking. The immunoprecipitated proteins were washed with lysis buffer, boiled in 2X SDS sample buffer, separated on 10% SDS-polyacrylamide gels and then electrophoretically transferred onto PVDF membranes (Millipore). The membranes were blocked with 5% BSA and incubated with the indicated primary antibodies and the appropriate HRP-conjugated secondary antibodies.

### GST pulldown assay

HEK293T cells transfected with the indicated combinations of plasmids were washed with cold PBS and lysed with lysis buffer [20 mM HEPES (pH 7.4), 150 mM NaCl, 150 mM KCl, 10 mM EDTA, 10% glycerol and 1% NP-40] containing phosphatase and protease inhibitors. Whole-cell lysates were incubated with glutathione-Sepharose 4B (GE Healthcare) at 4 °C for 1 h with gentle shaking and then washed with lysis buffer. The proteins were boiled in 2× SDS sample buffer and then subjected to immunoblot analysis as described above.

### Cytoplasmic and nuclear fractionation

Cells were lysed with cytoplasmic extraction buffer [10 mM HEPES (pH 7.4), 10 mM KCl, 1.5 mM MgCl_2_, 0.5 M DTT and 0.1% NP-40] containing protease inhibitors. After centrifugation at 8000 rpm for 5 min at 4 °C, the supernatants were collected as the cytoplasmic fraction and boiled in 6× SDS sample buffer. The pellets were lysed on ice for 30 min in nuclear extraction buffer [5 mM HEPES (pH 7.4), 300 mM NaCl, 1.5 mM MgCl_2_, 0.2 mM EDTA and 25% glycerol] containing protease inhibitors. After centrifugation at 14,000 rpm for 30 min at 4 °C, the supernatants were collected as the nuclear fraction and boiled in 6× SDS sample buffer. The cytoplasmic and nuclear fractions were then subjected to immunoblot analysis as described above.

### ELISA

Murine IFN-β levels in cell culture supernatants or murine serum were measured by using mouse IFN beta ELISA kits (Abcam) according to the manufacturer’s instructions.

### Total RNA extraction and RT‒qPCR

Total RNA extracted from cells using the Monarch Total RNA Miniprep Kit (New England Biolabs) was reverse transcribed to cDNA by using PrimeScript RT Master Mix (Takara) according to the manufacturer’s instructions. RT‒qPCR was performed by using the SensiFAST SYBR HI-ROX kit (Bioline) on the Step-One-Plus Real-Time PCR instrument (Applied Biosystems). Target mRNA expression levels were normalized to β-actin mRNA expression levels. Primer sequences are listed in Supplementary Table 1.

### Luciferase assay

HEK293T cells were transiently transfected with the pGL3-IFN-β-luc and pRL-TK *Renilla* luciferase plasmids along with the indicated plasmids. Luciferase activity was measured 24 h post-transfection and normalized to *Renilla* luciferase activity by using the Dual-Luciferase Reporter Assay System (Promega) according to the manufacturer’s instructions.

### Immunofluorescence assay

Cells were fixed with 3.7% paraformaldehyde in PBS for 10 min at room temperature and then permeabilized in 0.2% Triton X-100 in PBS for 10 min at room temperature. After blocking with 1% BSA in PBS for 1 h at room temperature, the cells were stained with an anti-IRF3 antibody (1:500, #NBP2-67741, Novus Biologicals) in PBS overnight at 4 °C and further stained with an Alexa Fluor 488-conjugated goat anti-rabbit antibody (1:1000, Invitrogen) in PBS for 1 h at room temperature. After staining the cells with DAPI for 5 min at room temperature to visualize nuclei, imaging was performed on an ECLIPSE Ts2R fluorescence microscope (Nikon).

### Poly (I:C) injection in mice

WT and *Pim1*^*−/−*^ male mice (8–10 weeks) were injected i.p. with a combination of 2.5 mg kg^−1^ poly (I:C) and 1 g kg^−1^ D-galactosamine diluted in PBS. Serum was obtained for ELISA 6 h post-administration. Survival was monitored every 6 h for 5 d.

### RNA-seq analysis

Total RNA was extracted from WT and *Pim1*^*−/−*^ BMDMs treated with LPS (100 ng ml^−1^) for 4 h with a Monarch Total RNA Miniprep Kit according to the manufacturer’s instructions. Total RNA integrity was measured by using an Agilent Technologies 2100 Bioanalyzer (Agilent) to obtain an RNA integrity number. The mRNA library was prepared with the TruSeq Stranded mRNA Library Prep Kit (Illumina) and sequenced on the NovaSeq 6000 system (Illumina) by DNA Link. To identify differentially expressed genes (DEGs), the raw reads from the RNA-seq library were mapped to the reference genome (Rat rn5) with TopHat (v2.0.13) (http://ccb.jhu.edu/software/tophat), and the aligned results were input into Cuffdiff (v2.2.1) (http://cole-trapnell-lab.github.io/cufflinks/papers). 

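Among the 10581 genes tested in Pim1−/− against WT BMDMs after LPS, 921 changed more than 2-fold in either direction, 8314 had p under 0.05 and 8565 had an FDR under 0.1 with limma. All 3 thresholds together left 916 genes, and in 914 of these the 3 values of one genotype did not overlap with those of the other. Groups did not overlap for 8198 of all genes tested, or 77.5%, where chance gives 10%. In untreated cells the same thresholds left 823 genes between genotypes, 357 lower and 466 higher, while at an FDR under 0.05 without a fold threshold more genes were lower (4439) than higher (3465). LPS changed 3686 genes in WT cells, 1556 lower and 2130 higher, and 2649 genes in Pim1−/− cells, 1103 lower and 1546 higher. Under quantile normalization more of the genes changed by LPS were lower than higher, 1807 and 1644 in WT and 1352 and 1305 in Pim1−/− cells. In the comparison after LPS, the largest decreases outside pseudogenes were those of Ccl24, with a log2 fold change of −4.56, Fxyd2 with −3.93, Tmem176a with −3.37 and Fscn1 with −3.24. Atp6v0c-ps2, a pseudogene that can share reads with its parent gene, had −4.61 with a standard error of 0.70 and is uncertain. The largest increases were those of 2810417H13Rik with 3.80, Top2a with 3.67, Nusap1 with 3.46, Ccnb1 with 3.34 and Csf2 with 3.31. The DAVID analysis was not repeated here.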

For ontological analysis, genes with a > 2-fold increase in expression, a *p* value of <0.05, and an FDR of <0.1 were selected and subjected to analysis with DAVID (http://david.abcc.ncifcrf.gov). The RNA sequencing data generated during this study are available in GEO (GSE195582) (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi).

### Statistical analysis

All data are presented as the means ± SDs and represent at least three independent experiments. Groups were compared by two-tailed Student’s *t* test or one-way analysis of variance. GraphPad Prism 8.0 software was used for data analysis.

## Results

### TLR stimuli induce Pim1 expression in macrophages

To determine whether Pim kinases are involved in innate immune responses, we stimulated TLR2, TLR3 or TLR4 on bone marrow-derived macrophages (BMDMs) or RAW264.7 macrophages with their specific agonists (Pam3CSK4, poly (I:C) and LPS, respectively) and then examined Pim kinase expression. Both quantitative reverse transcription PCR (RT‒qPCR) and immunoblot analysis showed that all three agonists greatly upregulated the mRNA and protein expression of Pim1 but not Pim2 or Pim3 in both macrophage types (Fig. 1a–d).

**Fig. 1:**
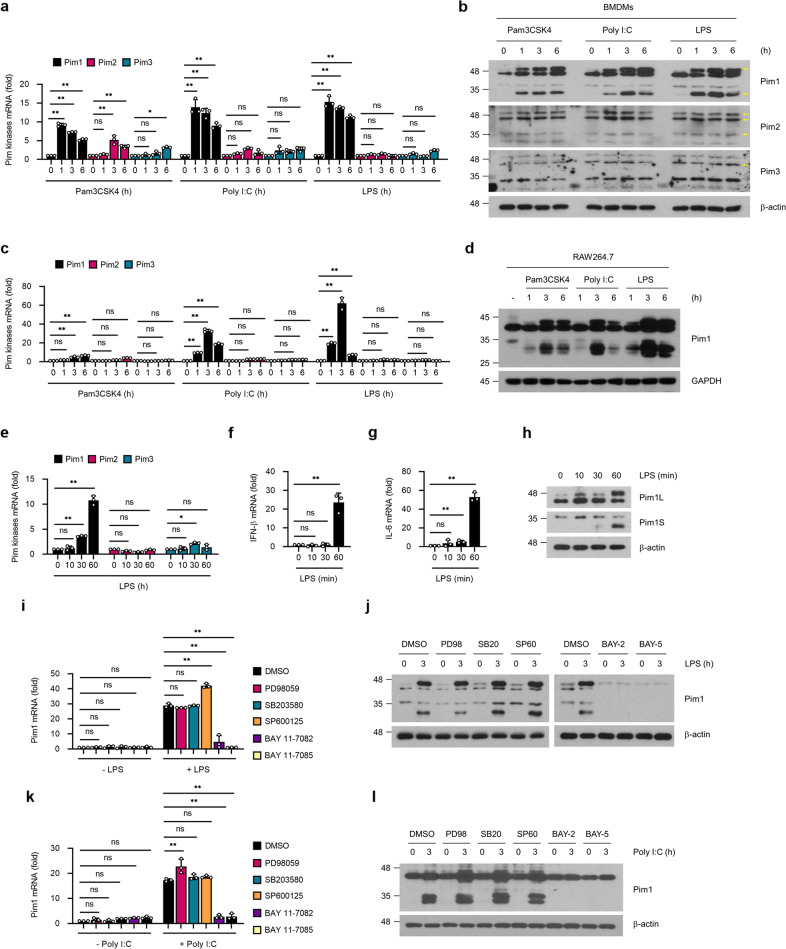
TLR stimulation induces Pim1 expression in macrophages. **a**–**d** Expression of Pim kinases after TLR stimulation. BMDMs **a**, **b**, or RAW264.7 cells **c**, **d** were treated with the TLR2 activator Pam3CSK4 (100 ng ml^−1^), TLR3 activator poly (I:C) (10 μg ml^−1^) or TLR4 activator LPS (100 ng ml^−1^) for the indicated times, and Pim kinase expression was determined by RT‒qPCR **a**, **c** or immunoblot analysis **b**, **d**. The yellow arrows in the immunoblots indicate the Pim isoforms (there are two isoforms, three isoforms, and one isoform of Pim1, Pim2 and Pim3, respectively). **e**–**h** Time course of LPS-induced Pim kinase and TLR4 downstream gene expression. BMDMs were treated with LPS (100 ng ml^−1^) for the indicated times. RT‒qPCR was used to determine Pim kinase **e**, IFN-β **f**, and IL-6 **g** expression. **h** Immunoblot analysis was conducted to determine the expression of the Pim1L and Pim1S isoforms. **i**–**l** Effects of inhibiting specific TLR signaling pathways. BMDMs were preincubated with DMSO, the ERK inhibitor PD98059 (10 μM), the p38 inhibitor SB203580 (10 μM), the JNK inhibitor SP600125 (20 μM), or the NF-κB inhibitor BAY 11-7082 (10 μM) or BAY 11-7085 (10 μM) for 30 min and then treated with LPS (100 ng ml^−1^) **i**, **j** or poly (I:C) (10 μg ml^−1^) **k**, **l** for 3 h. Pim1 expression was determined by RT‒qPCR **i**, **k** or immunoblot analysis **j**, **l**. All mRNA expression values were normalized to β-actin mRNA expression. All data are expressed as the mean ± sd values and are from at least two independent experiments with similar results. *p < 0.05, **p < 0.01 as determined by two-tailed Student’s t test.

There are two major adaptors, that are linked to TLR signaling pathways: TRIF and myeloid differentiation factor 88 (MyD88)^1,8,10^. To explore the role of Pim1 in these TLR signaling pathways, we largely focused on the Pim1-TLR4 relationship because TLR4 uses both adaptor molecules. However, we also examined the Pim1-TLR3 relationship in preliminary experiments to explore the role of Pim1 in other IFN I-inducing TLR signaling pathways in macrophages. We did not investigate the Pim1-TLR2 relationship further because TLR2 is not known to be a major type I IFN inducer in macrophages^1,10,48,49^. We first observed that LPS-induced expression of Pim1 started 30 min after LPS stimulation, well before IFN-β or IL-6 expression, which started 1 h after LPS treatment (Fig. 1e–h). It should be noted that LPS induced the expression of both the 44 kDa isoform Pim1L, which is predominantly localized on the cell surface, and the 33 kDa isoform Pim1S, which is mainly localized in the nucleus and cytosol^18,31^

Since the NF-κB and MAPK signaling pathways are also activated soon after TLR signaling^1,5,10^, we then asked whether these pathways drive Pim1 expression. When BMDMs were treated with inhibitors of ERK (PD98059), p38 (SB203580), JNK (SP600125) and NF-κB (BAY 11-7082 and BAY 11-7085), only the NF-κB inhibitors significantly reduced LPS-stimulated Pim1 mRNA and protein expression relative to the DMSO control (Fig. 1I, j). This pattern was also observed for poly (I:C)-stimulated Pim1 expression (Fig. 1k, l). Thus, these TLR stimuli appeared to immediately and specifically induce Pim1 expression in macrophages through the NF-κB pathway.

### Pim1 deficiency reduces TLR-TRIF-mediated IFN-β production

To explore whether Pim1 participates in TLR signaling, we first knocked down Pim1 expression in BMDMs with small interfering RNA (siRNA) (Supplementary Fig. 1a), stimulated the cells with LPS, and used RT‒qPCR to examine the expression of immune response genes that are activated by LPS. Pim1 knockdown significantly decreased the mRNA and protein expression of antiviral response genes, namely, IFN-β, ISG15, ISG54 and ISG56 (Supplementary Fig. 1b), but had no effect on the expression of proinflammatory (TNF-α, IL-1β, and IL-6) or anti-inflammatory (IL-10) cytokines (Supplementary Fig. 1c). A similar analysis of CRISPR‒Cas9-generated *Pim1*^*−/−*^ RAW264.7 cell clones confirmed that Pim1 regulates LPS-stimulated IFN-β and ISG mRNA expression (Supplementary Fig. 2a, b). This effect was also observed when the stimulant was poly (I:C) (Supplementary Fig. 2c, d). Thus, Pim1 may play an important role in TLR4- and TLR3-mediated antiviral gene expression.

To determine whether Pim1 plays a similar role in innate immune responses in vivo, CRISPR‒Cas9 genome editing was used to generate *Pim1*^*−/−*^ mice, which have a large deletion (exons I–V) in the *Pim1* gene. The *Pim1*^*−/−*^ mice were viable, fertile and had normal teeth (data not shown). Flow cytometric analyses indicated that the neutrophil, dendritic cell, and macrophage frequencies in the bone marrow of *Pim1*^*−/−*^ mice were comparable to those in wild-type mice, suggesting that Pim1 deletion did not affect the development of innate immune cells (Supplementary Fig. 3). 

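RNA-seq was performed on 12 libraries of BMDMs, macrophages grown from bone marrow, with 3 libraries each from untreated WT cells, untreated Pim1−/− cells, WT cells treated with LPS (100 ng/ml) for 4 h and Pim1−/− cells treated in the same way. The paper calls the libraries of a group replicates, and its text does not name whether they came from separate mice or separate cultures. The authors mapped the reads with TopHat, passed the alignments to Cuffdiff and deposited a value per gene and library. The columns carry no unit. The values were read as FPKM, fragments scaled to transcript length and a factor per library. This reading rests on their decimals, their sums and the authors' use of Cuffdiff. The methods name rat rn5 as the reference genome, whereas 98.4% of the 23997 gene names in each file matched symbols or synonyms of the mouse annotation GENCODE M21. In genes with a single annotated transcript and low values, 80.9% of 2266 values lay within 0.05 of a whole multiple of the value that 1 fragment gives, where chance gives 10%. The depth estimated from that value was 37400000 to 48400000 fragments per library, with medians of 41000000 in untreated WT cells, 40700000 in untreated Pim1−/− cells, 40400000 in LPS-treated WT cells and 41800000 in LPS-treated Pim1−/− cells. The FPKM sums differed more, with medians of 482328 and 458534 in untreated WT and Pim1−/− cells and 840762 and 734293 after LPS. The median coefficient of variation between the replicates of a group, over genes with a mean of at least 10 FPKM, was between 3.03% and 5.12%. The deposited values were used without further scaling. The 10581 genes with at least 1 FPKM in at least 3 libraries were tested on log2(FPKM + 1), a scale that understates the change of genes with low values, with limma across all 4 groups and a mean-variance trend. A gene was called differentially expressed when its change was more than 2-fold with p under 0.05 and a Benjamini-Hochberg FDR under 0.1, thresholds that the paper's methods give for genes with increased expression in the ontology analysis and that were applied here in both directions.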

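Pim1 lies on chromosome 17 of GRCm38 from 29490753 to 29496112 on the + strand. Exons I–V of its transcript in GENCODE M21, which span 29490753 to 29493898, hold 1175 of the 2698 nucleotides of the transcript and 784 of its 942 coding nucleotides. Exon VI, from 29494590 to 29496112, holds the other 1523 nucleotides, or 56.4% of the transcript. The value in the files covers the whole gene and does not separate the exons. Pim1 was at 22.93 ± 1.80 FPKM (SD, n = 3) in untreated WT cells and 8.74 ± 0.752 FPKM (SD, n = 3) in untreated Pim1−/− cells, or 38.1% of the WT mean. After LPS it was at 645.4 ± 17.84 FPKM (SD, n = 3) in WT cells and 218.9 ± 15.6 FPKM (SD, n = 3) in Pim1−/− cells, or 33.9% of the WT mean. The log2 fold change between genotypes was −1.30 in untreated cells (adjusted p = 8.4e-11, limma with Benjamini-Hochberg adjustment) and −1.56 after LPS (standard error 0.07, adjusted p = 9.1e-12, same test). All 6 Pim1−/− libraries lay below the WT libraries of the same treatment.

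**Figure D1:**
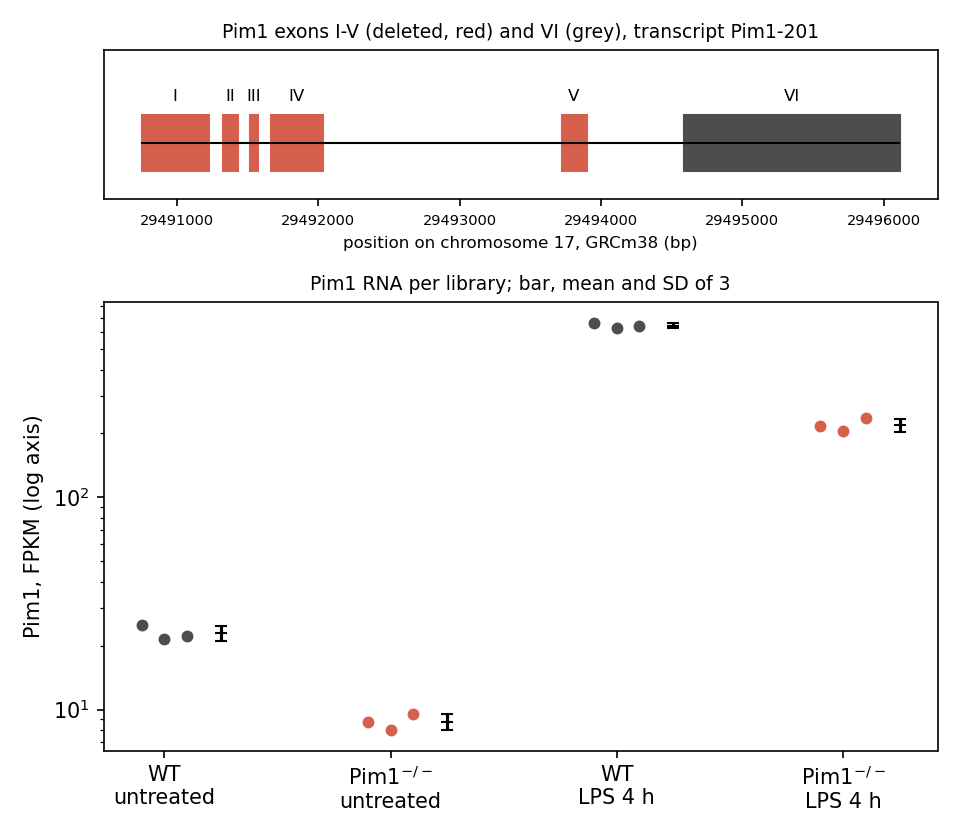
Top, exons of Pim1 along chromosome 17 in base pairs, with exons I–V in red and exon VI in grey. Bottom, Pim1 in FPKM on a log axis for each of the 12 libraries (points) with the mean and SD of each group of 3 (bars). The Pim1−/− libraries sit between 205 and 235.8 FPKM after LPS and the WT libraries between 630.2 and 665 FPKM.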

To determine whether in vivo Pim1 deletion also impairs antiviral gene expression in macrophages, we isolated BMDMs from WT and *Pim1*^*−/−*^ mice, treated them with LPS, and then performed RNA-seq analysis. Indeed, differential gene expression analysis showed that Pim1 deletion significantly reduced ISG expression (Fig. 2a), while GO and KEGG enrichment analyses showed that the top five terms enriched with genes downregulated in *Pim1*^*−/−*^ BMDMs were related to innate immune responses (Fig. 2b, c). Moreover, when *Pim1*^*−/−*^ BMDMs were subjected to TLR stimulation (LPS or poly (I:C)), ELISA showed that *Pim1*^*−/−*^ BMDMs produced significantly less IFN-β than similarly treated WT BMDMs regardless of the TLR agonist (Fig. 2d, e). Similarly, *Pim1*^*−/−*^ BMDMs exhibited drastically reduced mRNA levels of Pim1, IFN-β, ISG15 and ISG56 (Fig. 2f, g) but not of IL-6 and TNF-α (Fig. 2h, i) after LPS or poly (I:C) stimulation when compared to WT cells. It should be noted that deletion of Pim1 did not completely abolish LPS- or poly (I:C)-induced ISG signaling and IFN-β production (Fig. 2d–g). This was also observed when Pim1 was knocked down in BMDMs (Supplementary Fig. 1b). Thus, Pim1 appears to augment TLR4- and TLR3-mediated gene expression rather than be essential for its initiation.

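After LPS, 545 genes were called lower and 371 higher in Pim1−/− than in WT BMDMs, out of 10581 genes tested. The count moved most without the fold threshold, when 4412 genes were lower and 3782 higher at an FDR under 0.05. The excess of lower genes was smaller with a pseudocount of 0.1, with 725 lower and 717 higher. Under quantile normalization 364 were lower and 326 higher. A list of 63 ISGs was written before the values were seen and holds none of the genes of Fig. 2a. Of the 61 listed genes that could be tested, 59 were lower in Pim1−/− cells after LPS, with a median log2 fold change of −0.60, and 6 were called. At an FDR under 0.1 without a fold threshold, 56 of these genes differed when adjusted over the list alone and 56 over all genes tested. The list as a set was lower (p = 1.5e-10 by camera with an inter-gene correlation of 0.01), as it was with an estimated correlation (p = 0.00697) and with fry (p = 3.3e-10). Of the alternatives set beforehand, quantile normalization moved its median most, to −0.31. Relative to Actb, whose own log2 fold change was −1.44 after LPS, the median was 0.84 and that of all genes 0.98, a scaling chosen after the data were seen. In untreated cells the same list had a median log2 fold change of −0.61 between genotypes, with 59 of 61 genes lower (p = 6.3e-13 by camera, 0.00372 with an estimated correlation and 5.7e-11 with fry). LPS raised all 61 genes in both genotypes, by a median log2 fold change of 4.89 in WT and 5.07 in Pim1−/− cells. The difference between these responses had a median of 0.06 (p = 0.0735 by camera, 0.344 with an estimated correlation and 3.5e-04 with fry), and of 0.41 with a pseudocount of 0.1 (p = 1.9e-04 by camera). From the lower expression of ISGs shown in Fig. 2a, together with the GO and KEGG terms of Fig. 2b, c, the paper states that Pim1 deletion reduced ISG expression and that the terms enriched among the lower genes relate to innate immune responses.

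**Figure D2:**
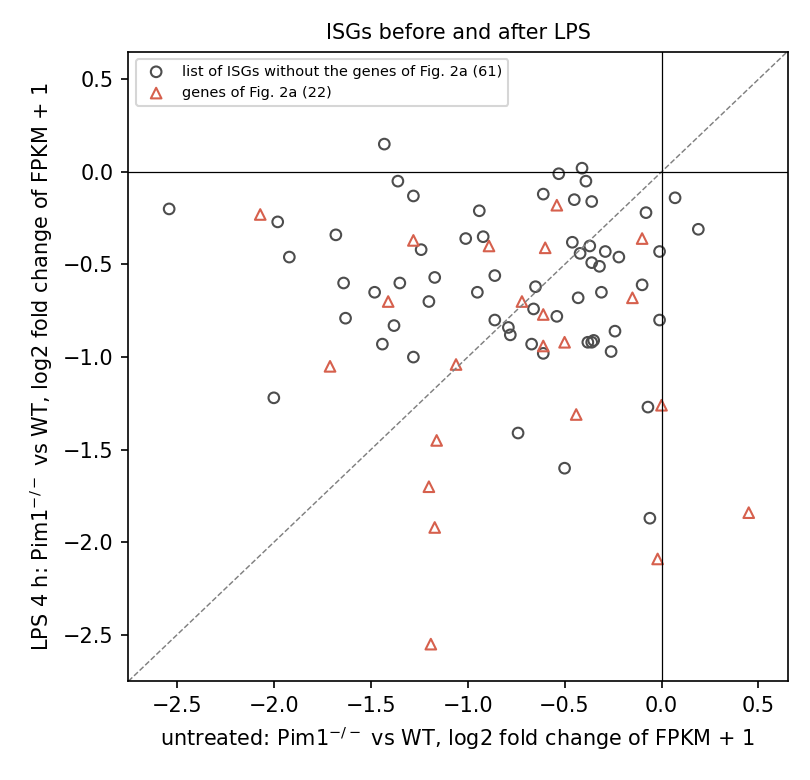
Log2 fold change of FPKM + 1 between Pim1−/− and WT BMDMs in untreated cells (horizontal axis) and after LPS (vertical axis) for the 61 tested ISGs of the list (circles) and the 22 genes of Fig. 2a (triangles). The dashed line marks equal values on both axes, and 59 circles lie below 0 on the vertical axis.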

**Fig. 2:**
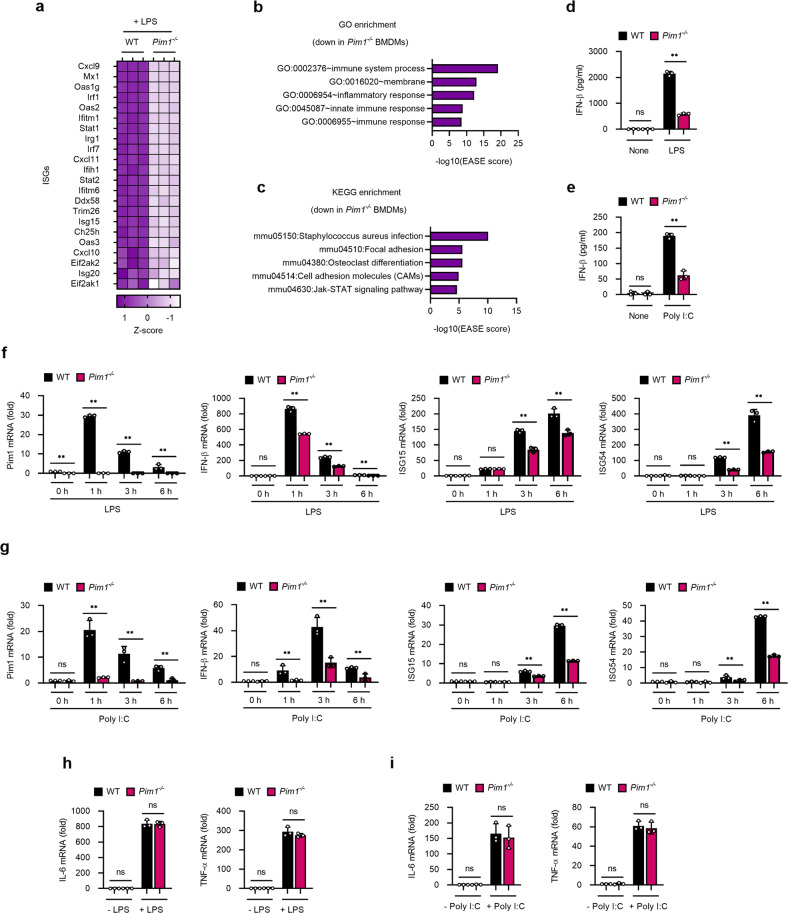
Pim1 deficiency in vivo reduces TLR-mediated antiviral gene expression. Effect of in vivo Pim1 deletion on the RNA profiles **a**–**c** and IFN-β and ISG expression **d**–**i** in TLR-stimulated BMDMs. **a**–**c** Three WT and three *Pim1*^*−/−*^ BMDM replicates were treated with LPS (100 ng ml^−1^) for 4 h. **a** Heatmap of the downregulated ISGs in *Pim1*^*−/−*^ BMDMs. The selected ISGs are ordered according to their Z score. **b** GO term enrichment analysis. **c** KEGG pathway enrichment analysis. The top five pathways are ordered according to their EASE score. **d**, **e** ELISA-determined IFN-β levels in the supernatants of WT and *Pim1*^*−/−*^ BMDMs treated with LPS (100 ng ml^−1^) **d** or poly (I:C) (10 μg ml^−1^) **e** for 6 h. **f**–**i** RT‒qPCR of Pim1, IFN-β, ISG15, ISG54 **f**, **g**, IL-6 and TNF-α **h**, **i** in WT and *Pim1*^*−/−*^ BMDMs treated with LPS (100 ng ml^−1^) **f**, **h** or poly (I:C) (10 μg ml^−1^) **g**, **i** for the indicated times. mRNA expression values were normalized to β-actin mRNA expression. All data are presented as the mean ± sd values and are from at least two independent experiments with similar results. **p < 0.01 as determined by two-tailed Student’s *t* test.

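All 22 genes of Fig. 2a, which the study chose on these libraries, were lower in Pim1−/− than in WT BMDMs after LPS. In each of them the 3 Pim1−/− values lay below the 3 WT values. Groups did not overlap, in either direction, for 77.5% of all genes tested, where chance gives 10%. The median log2 fold change of the 22 genes was −0.93, from −2.55 in Ifitm1 to −0.18 in Eif2ak1. The change was more than 2-fold in 10 of them and less in the other 12. Ifitm1 was at 30.66 ± 1.50 FPKM (SD, n = 3) in WT and 4.39 ± 0.371 FPKM (SD, n = 3) in Pim1−/− cells. Cxcl9 was at 193.6 ± 1.93 FPKM in WT and 44.79 ± 1.84 FPKM in Pim1−/− cells (SD, n = 3 each), a log2 fold change of −2.09 (standard error 0.04, adjusted p = 6.3e-15, limma with Benjamini-Hochberg adjustment). Isg15 was at 2933 ± 63.83 FPKM in WT and 1804 ± 82.88 FPKM in Pim1−/− cells (SD, n = 3 each), a log2 fold change of −0.70 (standard error 0.09, adjusted p = 5.1e-06, limma with Benjamini-Hochberg adjustment). Cxcl10 differed least among the chemokines of the figure, at 11630 ± 290.8 FPKM in WT and 9897 ± 142.8 FPKM in Pim1−/− cells (SD, n = 3 each), a log2 fold change of −0.23. Irf7, Cxcl11 and Stat2 stayed lower but fell under the 2-fold threshold with quantile normalization. In untreated cells, 20 of the 22 genes were lower in Pim1−/− cells, and 9 were called. Ch25h was higher there, with a log2 fold change of 0.45 in untreated cells and −1.84 after LPS. Cxcl11 was listed at 0 in all untreated libraries.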

Virus-induced IFN-β expression is mediated not only by TLRs but also by two other PPRs, namely, the cytosolic molecules retinoic acid-inducible gene 1 (RIG-I)-like receptor (RLR) and cyclic GMP-AMP synthase (cGAS)^4,9^. RLR recognizes cytosolic PAMP RNA and induces IRF3 phosphorylation by modulating the adaptor protein mitochondrial antiviral signaling protein (MAVS)^50^; cGAS recognizes cytosolic PAMP DNA and induces IRF3 phosphorylation by modulating stimulator of interferon genes (STING)^51^. Recently, Zhang et al. showed that Pim1 downregulates Sendai virus (SeV)-induced IFN-β activation by inhibiting RIG-I-mediated signaling^43^. This, together with the observation that the TLR-TRIF, RLR-MAVS, and cGAS-STING-mediated signaling pathways share some components, led us to examine the role of Pim1 in RLR and cGAS signaling in BMDMs. Similar to treatment with TLR2, TLR3, and TLR4 agonists (Fig. 1a), treatment with agonists specific for either RLR [poly (I:C) transfection] or cGAS (2′3′-cGAMP transfection) stimulated Pim1 mRNA expression in WT BMDMs (Supplementary Fig. 4a, b, left-hand panels). Moreover, as expected, both stimuli upregulated IFN-β protein production and mRNA expression and IL-6 and TNF-α mRNA expression in WT BMDMs (Supplementary Fig. 4a–d). However, Pim1 deletion showed that Pim1 acted quite differently in RLR and cGAS signaling: Pim1^*−/−*^, associated with a further increase in RLR-mediated IFN-β, IL-6, and TNF-α production, had no effect on cGAS-mediated IFN-β production but downregulated cGAS-mediated IL-6 and TNF-α expression (Supplementary Fig. 4a–d). Thus, while Pim1 is upregulated in macrophages by specific agonists of TLR, RLR, and cGAS signaling, it plays quite different roles in the inflammatory outcomes of these pathways: (i) in the TLR pathway, it promotes IFN-β expression but has no effect on IL-6 and TNF-α expression; (ii) in the RLR pathway, it inhibits IFN-β, IL-6 and TNF-α expression; and (iii) in the cGAS pathway, it has no effect on IFN-β expression but increases IL-6 and TNF-α expression. These results suggest that Pim1 may shape the specificity of TLR- and RLR-mediated IFN-β production.

### Pim1 promotes TLR4-mediated IFN-β production via the TRIF-TBK1-IRF3 axis in a kinase activity-independent manner

LPS induces IFN-β expression via the TLR4-TRIF pathway: specifically, LPS-bound TLR4 recruits TRIF, which forms a complex with TRAF that activates TBK1, which in turn phosphorylates IRF3 and induces its nuclear translocation and IFN-β transcription^9–11^. To identify the mechanism by which Pim1 regulates IFN-β production, HEK293T cells were transfected with an IFN-β promoter-driven luciferase reporter, the internal control *Renilla* luciferase reporter, and Flag-tagged Pim1 along with plasmids expressing the upstream kinases that are involved in TLR4-mediated signaling (TRIF, TRAF3 and TBK1). Alternatively, the cells were cotransfected with a plasmid expressing constitutively active IRF3 (5D)^52^. Compared to the empty vector, the Pim1 expression plasmid significantly increased TRIF-, TBK1-, and 5D-induced IFN-β-driven luciferase activity but not TRAF3-induced IFN-β-driven luciferase activity (Fig. 3a). This suggests that Pim1 regulates IFN-β production through the TRIF-TBK1-IRF3 axis.

**Fig. 3:**
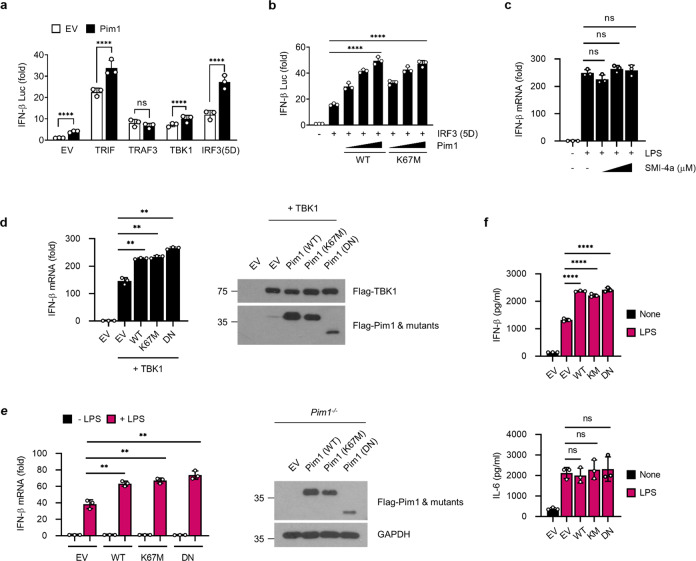
Pim1 positively regulates TLR4-mediated IFN-β production in a kinase activity-independent manner. **a** Ability of Pim1 to enhance the IFN-β expression induced by TLR downstream signaling molecules or constitutively active IRF3 (5D). HEK293T cells were transfected for 24 h with an IFN-β promoter-driven luciferase reporter, internal control *Renilla* luciferase reporter, and Flag-Pim1 plasmid [or its empty vector (EV)] together with plasmids expressing Flag-TRIF, Flag-TRAF3, Flag-TBK1, EGFP-IRF3 (5D) or the corresponding EVs. Luciferase values are presented as fold induction relative to the values in EV-transfected cells. **b**–**f** Role of the kinase activity of Pim1 in its ability to promote IFN-β expression. In **b**, HEK293T cells were transfected with the IFN-β luciferase reporter and EGFP-IRF3 (5D) as described in **a** along with increasing amounts of the Flag-Pim1 WT or K67M plasmid. The Pim1 K67M mutant lacks kinase activity. Luciferase activity was measured as described in **a**. In **c**, BMDMs were preincubated with increasing amounts of the Pim1 kinase inhibitor SMI-4a, treated with LPS (100 ng ml^−1^) for 3 h, and then subjected to RT‒qPCR analysis of IFN-β. In **d**, HEK293T cells were transfected with Flag-Pim1 or its K67M or double-negative (DN) mutant along with Flag-TBK1 and were then subjected to RT‒qPCR analysis of IFN-β (left) or immunoblot analysis of the plasmid constructs (right). In **e**, **f**, *Pim1*^*−/−*^ BMDMs were transduced with retroviral vectors expressing Flag-tagged WT or mutant Pim1 and treated with LPS (100 ng ml^−1^) for 3 h or 6 h. After 3 h, the cells were subjected to RT‒qPCR analysis of IFN-β (**e**, left) or immunoblot analysis of Pim1 (**e**, right). After 6 h, the IFN-β and IL-6 levels in the supernatant were measured with ELISA **f**. All mRNA expression values were normalized to β-actin mRNA expression. All data are presented as the mean ± sd values and are from at least two independent experiments with similar results. **p < 0.01, ****p < 0.0001 as determined by two-tailed Student’s *t* test.

To test whether the kinase activity of Pim1 is required for its ability to regulate IRF3, we transfected luciferase reporter-expressing HEK293T cells with IRF3 5D and a kinase-dead Pim1 mutant (K67M)^45^ instead of WT Pim1. The mutant induced the same level of IFN-β-luciferase activity as WT Pim1 (Fig. 3b). Similarly, coculturing BMDMs with SMI-4a, which inhibits Pim1 kinase activity^23^, did not affect their LPS-induced IFN-β mRNA levels (Fig. 3c). Moreover, the ability of WT Pim1 to enhance the ability of the TBK1 expression plasmid to induce IFN-β mRNA expression in HEK293T cells was reproduced when WT Pim1 was replaced with the kinase-dead (K67M) or dominant-negative (DN) mutant of Pim1 (Fig. 3d). In addition, *Pim1*^*−/−*^ BMDMs that were transduced with retroviral vectors encoding WT, K67M or DN Pim1 produced the same amounts of IFN-β mRNA and protein after LPS treatment (Fig. 3e). In contrast, neither WT Pim1 nor K67M or DN Pim1 enhanced the production of IL-6 in *Pim1*^*−/−*^ BMDMs after LPS stimulation (Fig. 3f). Thus, the kinase activity of Pim1 does not appear to be needed for its role in TLR4-mediated IFN-β production.

### Pim1 positively regulates IRF3 phosphorylation and nuclear translocation

To determine how Pim1 regulates TLR4-mediated IFN-β expression, we asked whether its deletion affects the phosphorylation of the protein kinases that are involved in TLR4-mediated signaling. Notably, *Pim1*^*−/−*^ BMDMs exhibited decreased IRF3 and STAT1 phosphorylation after LPS treatment compared with WT BMDMs, but phosphorylation of the kinases (TBK1, NF-κB, ERK, p38, and JNK) was unaffected (Fig. 4a). Since STAT1 acts downstream and the kinases act upstream of IRF3^15,16^, it appears that Pim1 regulates IRF3 rather than its kinases. This hypothesis was supported by immunoblot analysis of the cytosolic and nuclear fractions of *Pim1*^*−/−*^ and WT BMDMs: deletion of Pim1 significantly reduced the LPS-induced nuclear translocation of IRF3 (Fig. 4b). *Pim1*^*−/−*^ BMDMs also exhibited noticeably less nuclear IRF3 immunofluorescence after LPS treatment than WT BMDMs (Fig. 4c). In contrast, WT and *Pim1*^*−/−*^ BMDMs displayed similar TBK1 and NF-κB p65 immunofluorescence patterns (Supplementary Fig. 5a, b). Thus, Pim1 appears to positively and directly regulate IRF3 phosphorylation in a manner that is independent of its kinase activity.

**Fig. 4:**
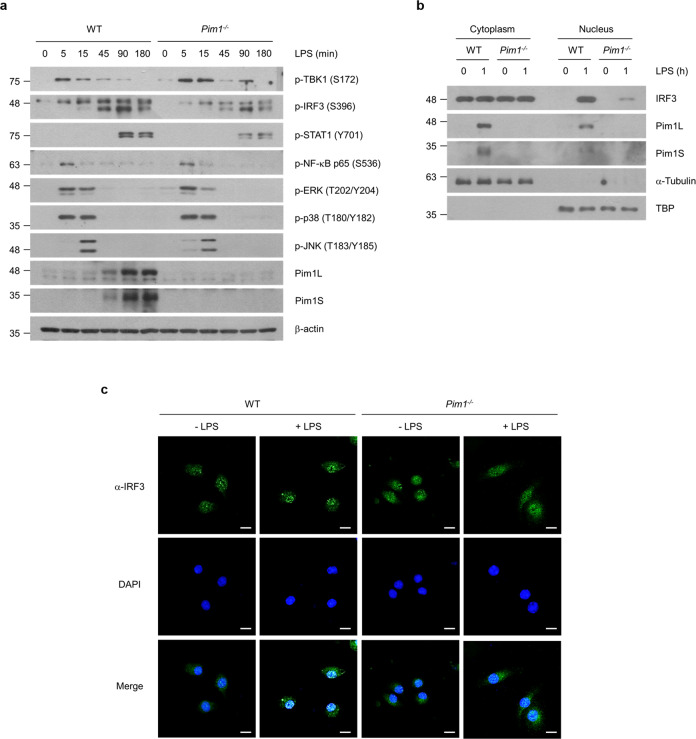
Pim1 promotes the phosphorylation and nuclear translocation of IRF3. **a** Ability of Pim1 to affect LPS-induced phosphorylation of TLR4 upstream kinases or downstream IRF3. WT or *Pim1*^*−/−*^ BMDMs were treated with LPS (100 ng ml^−1^) for the indicated times and were then subjected to immunoblot analysis of phosphorylated TBK1, IRF3, STAT1, NF-κB p65, ERK, p38 and JNK. **b**, **c** Ability of Pim1 to promote the nuclear translocation of IRF3. WT and *Pim1*^*−/−*^ BMDMs were treated with LPS (100 ng ml^−1^) for 1 h. The cytoplasmic and nuclear fractions of these cells were isolated and subjected to immunoblot analysis **b**, or the intact cells were used for immunofluorescence analysis of endogenous IRF3 with DAPI counterstaining of nuclei. Scale bars, 10 μm. All data are from at least two independent experiments with similar results.

### Pim1 associates with TRIF, TRAF3, TBK1, and IRF3

To determine precisely how Pim1 regulates IRF3 phosphorylation, we conducted a series of immunoprecipitation and GST pulldown assays to assess the ability of Pim1 to interact with IRF3 and its upstream activators TRIF, TBK1, and TRAF3^53,54^. First, HEK293T cells were transfected with differently tagged Pim1 and IRF3, TRIF, TBK1 or TRAF3 and then subjected to immunoprecipitation assays using tag-specific antibodies. Pim1 coimmunoprecipitated with IRF3, TBK1, TRIF, and TRAF3 (Fig. 5a–d). Second, coimmunoprecipitation experiments were conducted with LPS-stimulated WT BMDMs and an anti-Pim1 antibody to determine whether Pim1 associates with endogenous TRIF, TRAF3, TBK1 or IRF3. Indeed, Pim1 associated with TRIF, TRAF3, TBK1, and IRF3 under these physiological conditions (Fig. 5e).

**Fig. 5:**
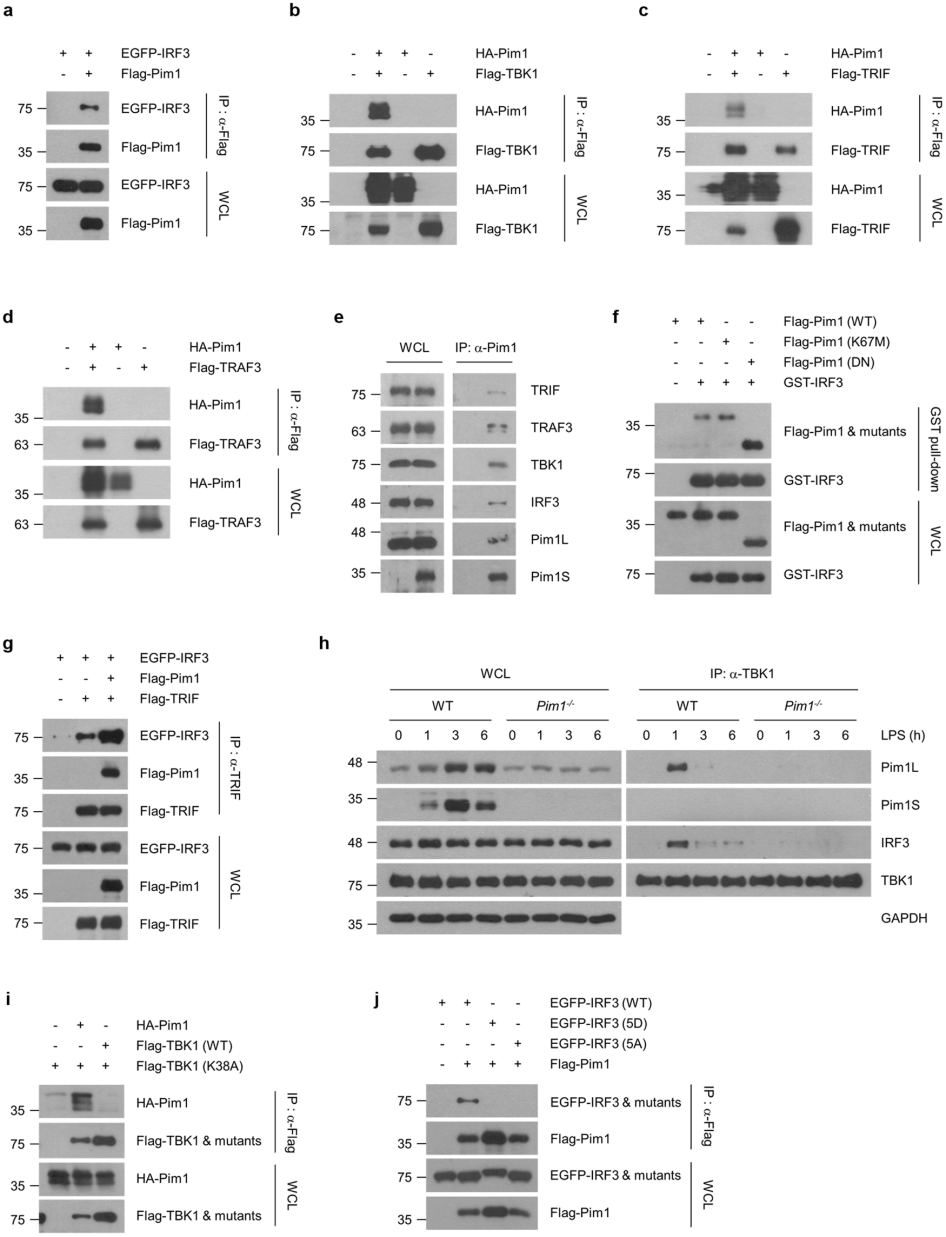
Pim1 promotes the formation of the TRIF-TRAF3-TBK1-IRF3 signaling complex. **a**–**d** Ability of Pim1 to interact with IRF3 and its upstream activators. HEK293T cells were transfected with differently tagged Pim1 constructs plus IRF3 **a**, TBK1 **b**, TRIF **c**, or TRAF3 **d**, and were then incubated with the indicated tag-specific antibody. The immunoprecipitates were then subjected to immunoblot analysis. **e** Pim1 interacts endogenously with the TRIF-TRAF3-TBK1-IRF3 signaling complex. BMDMs were stimulated with LPS (100 ng ml^−1^) for 1 h and subjected to immunoprecipitation with an anti-Pim1 antibody. TRIF, TRAF3, TBK1, IRF3 and Pim1 levels were determined by immunoblotting. **f** Role of Pim1 kinase activity in the interaction between Pim1 and IRF3. HEK293T cells were transfected with GST-tagged IRF3 and Flag-tagged Pim1 WT or mutant plasmids and subjected to a GST pulldown assay. **g** Ability of Pim1 to form a ternary complex with TRIF and IRF3. HEK293T cells were transfected with differently tagged Pim1, TRIF and IRF3 constructs and were then subjected to an immunoprecipitation assay. **h** Ability of Pim1 to form a ternary complex with TBK1 and IRF3. WT and *Pim1*^*−/−*^ RAW264.7 cells were treated with LPS (100 ng ml^−1^) for the indicated times, after which immunoprecipitation analysis was conducted with an antibody against endogenous TBK1. **i**, **j** Ability of Pim1 to interact with the kinase-inactive TBK1 (K38A) mutant **i** and the phosphomimetic (5D) and phosphorylation-defective (5 A) mutants of IRF3 **j**. HEK293T cells were transfected with HA-Pim1 plus WT or kinase-inactive TBK1 **i** or WT, 5D or 5 A IRF3 **j** and were then subjected to an immunoprecipitation assay with the indicated antibody. All data are from at least two independent experiments with similar results. *IP* immunoprecipitation, *WCL* whole-cell lysate.

Since the kinase activity of Pim1 was not necessary for its induction of IFN-β expression (Fig. 3b–f), we hypothesized that Pim1 kinase activity is not involved in its interaction with IRF3. Indeed, GST pulldown assays with HEK293T cells that were transfected with GST-tagged IRF3 and WT or mutant Pim1 showed that both kinase-dead and dominant-negative Pim1 were pulled down with IRF3 (Fig. 5f). Since IRF3 binds to TRIF after LPS stimulation^9^, we next asked whether Pim1 promotes TRIF-IRF3 complex formation. Indeed, immunoprecipitation assays in HEK293T cells showed that TRIF and IRF3 interact, that Pim1 forms a ternary complex with TRIF and IRF3, and that Pim1 significantly enhances the TRIF-IRF3 interaction (Fig. 5g).

After IRF3 is recruited to TRIF, TBK1 phosphorylates IRF3^9^. To determine whether Pim1 participates in the LPS-induced formation of the TBK1-IRF3 signaling complex, *Pim1*^*−/−*^ and WT RAW264.7 cells were treated with LPS and then subjected to immunoprecipitation with an antibody that recognizes endogenous TBK1. The results showed that soon after LPS treatment (1 h), a ternary complex containing TBK1, IRF3, and Pim1L formed. Moreover, Pim1 deletion markedly abrogated the interaction between TBK1 and IRF3 (Fig. 5h). Since Pim1L is primarily localized on the plasma membrane and Pim1S localizes to both the cytoplasm and nucleus^18,31^, our finding suggests that Pim1 quickly complexes with TBK1 and IRF3 on the plasma membrane after LPS treatment. We also observed by an immunoprecipitation assay that Pim1 did not interact with kinase-inactive TBK1 (K38A) (Fig. 5i) or with either the phosphomimetic (5D) or phosphorylation-defective (5 A) mutant of IRF3 (Fig. 5j). The latter observations are consistent with the observation that phosphorylation of IRF3 causes it to dissociate from its signaling complex and translocate into the nucleus^9,55^. Thus, Pim1 appears to form a signaling complex containing TRIF, TRAF3, TBK1, and IRF3 at the cell surface.

### Pim1-deficient mice are more susceptible to poly (I:C)-induced death

Since Pim1-deficient BMDMs stimulated with TLR3 or TLR4 produced little IFN-β but had normal inflammatory cytokine levels (Fig. 2f–i), we asked whether Pim1 regulates innate immune responses in vivo. To this end, we injected WT and *Pim1*^*−/−*^ mice intraperitoneally with poly (I:C) and _D_-galactosamine and then monitored the resulting levels of TLR3-induced inflammatory cytokines in the serum and the survival of the mice. Indeed, *Pim1*^*−/−*^ mice had lower serum IFN-β levels but normal serum IL-6 levels and a significantly lower survival rate (Fig. 6). This is consistent with the in vitro observations above, namely, that Pim1 is needed for TLR-mediated IFN-β production but not IL-6 production. Since poly (I:C) is a well-known mimic of pathogenic TLR-activating viruses and IFN-β is a key antiviral cytokine, these findings suggest that Pim1 can regulate the antiviral response in vivo.

**Fig. 6:**
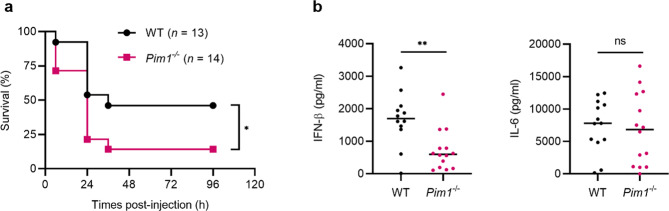
Pim1-deficient mice display greater susceptibility to poly (I:C)-induced death. WT and *Pim1*^*−/−*^ mice were challenged with poly (I:C) (2.5 mg kg^−1^) plus _D_-galactosamine (1 g kg^−1^). **a** Animal survival was monitored every 6 h for 5 d (WT, *n* = 13; *Pim1*^*−/*^^−^, *n* = 14). **b**, IFN-β and IL-6 levels in the serum of the mice 6 h after injection (WT, *n* = 11; *Pim1*^*−/−*^, *n* = 13). The data are presented as the mean ± sd values and are from at least two independent experiments with similar results. *p < 0.05 as determined by using the log-rank (Mantel‒Cox) test; **p < 0.01 as determined by two-tailed Student’s t test.

## Discussion

Our in vitro and in vivo experiments suggest that Pim1, which is well known for its oncogenic functions^23,31–33^, is also a novel regulator of an important innate immune antiviral response, namely, TLR-induced ISG expression and IFN-β production. Specifically, we found that Pim1 was quickly upregulated by TLR-mediated signaling in an NF-κB-dependent manner and that Pim1 expression was associated with IFN-β-mediated immune responses but not pro- or anti-inflammatory cytokine responses. We then showed that Pim1 promoted IFN-β production by positively regulating the phosphorylation and nuclear translocation of IRF3. However, it did not do so by phosphorylating IRF3 or by phosphorylating the IRF3 kinase TBK1. It also did not affect the IRF3 upstream adaptor TRAF3, since Pim1 expression did not change the ability of TRAF3 to activate the IFN-β promoter. Rather, Pim1 seemed to act by enhancing the formation of complexes between IRF3, its upstream adaptors TRIF and TRAF3, and its kinase TBK1. Furthermore, the in vitro findings were reproduced in vivo: when *Pim1*^*−/−*^ mice were subjected to poly (I:C)-induced lethality, they produced less serum IFN-β (but not less IL-6) and demonstrated poorer survival than WT mice.

A handful of recent studies support the idea that Pim1 can shape innate immune responses to viruses^43,44,56–60^, although the mechanisms and outcomes vary widely. Specifically, two studies showed that Pim1 inhibits virus propagation by increasing the population of neutrophils that diminish CD8 + T-cell-mediated suppression of viruses^59^ or by increasing host cell death^56^. Conversely, four other studies reported that Pim1 promotes virus propagation by facilitating viral entry^57^ or viral translation^58^ or, interestingly, by decreasing the IFN-β signaling in host or immune cells (CD4 + T cells, monocytes, and B cells) that is induced by Zika virus^44^ or Sendai virus^43^. However, it should be noted that all of these virus-modulating effects of Pim1, including IFN-β downregulation, are mediated by its kinase activity; in contrast, our study showed that the ability of Pim1 to upregulate TLR-induced IFN-β production was independent of its kinase activity.

The observation that Pim1 can both upregulate and downregulate IFN-β production may reflect the ability of Pim1 to shape different IFN-β-stimulating pathways. Thus, while we showed that Pim1 enhances TLR-mediated IFN-β production by complexing with IRF3 and its adaptors and kinase, the results of the Zika and Sendai virus studies suggested that Pim1 inhibits virus-mediated IFN-β promoter activation by phosphorylating a molecule upstream of TBK1 and thereby blocking the RIG-I pathway (however, the RIG-I protein level was not affected)^43,44^. This is supported by our preliminary analyses of RLR signaling, which indicated that Pim1 downregulated RLR-mediated IFN-β production. Interestingly, our preliminary analyses also showed that Pim1 had no effect on cGAS-mediated IFN-β production. This variable role of Pim1 in IFN-β production was also mirrored by its disparate contributions to proinflammatory cytokine expression after activation of TLRs (no effect), RLR (downregulation), and cGAS (upregulation). Notably, this variable role of Pim1 is reminiscent of the diverse mechanisms by which Pim kinases promote tumorigenesis^31–33^. Thus, although our RLR or cGAS findings remain to be confirmed and extended with analyses of kinase-deficient Pim1, they tentatively suggest that targeting the kinase-independent interaction between Pim1 and the IRF3 signaling complex could help control viral infections. These findings also confirm that although the TLR, RLR, and cGAS pathways regulate IFN-β production via common players, they are tightly and selectively controlled, thereby inducing appropriate antiviral responses. Our study thus suggests that Pim1 may act as a specificity guide in these pathways.

This idea was further supported by our finding that Pim1 can interact with multiple members of the TRAF family, including TRAF2, TRAF5, and TRAF6 (Supplementary Fig. 6a, b). TRAFs are recruited by PPR-activated TRIF, after which they phosphorylate TBK1, which in turn phosphorylates the TRIF in the complex and causes IRF3 to bind to this TRIF^9,46^. Several studies suggest that TRAF family members contribute to the specificity of the immune response. For example, TRAF2, TRAF5 and TRAF6 are required for TRIF-mediated or MAVS-mediated but not STING-mediated TBK1 activation^9^^,^ whereas TRAF3 regulates TLR-mediated and RLR-mediated type I IFN responses^53,54^. The possibility that TRAF3 acts with Pim1 to endow the IRF3 signaling complex with selectivity is further supported by our finding that although Pim1 interacts with TRAF3, it does not increase the ability of TRAF3 to activate the IFN-β promoter in HEK293T cells.

Our finding that Pim1 promotes IRF3 phosphorylation by promoting the association between IRF3 and its upstream kinases rather than by phosphorylating IRF3 is reminiscent of other mechanisms that regulate IFN-β production^11,12^. For example, GSK3β positively regulates virus-induced IRF3 activation and IFN-β production by promoting the association of TBK1 with IRF3 or the TRAF2-mediated ubiquitination of IRF3 in a kinase-independent manner^46,47,61^. Notably, our study also showed that Pim1 interacts with TBK1, but Pim1 deletion did not affect the LPS-induced phospho-TBK1 level. This is consistent with the idea that in this setting, Pim1 acts to bring together various players in IFN-β signaling, thereby promoting the selectivity of the signaling complex.

Finally, our study showed that while Pim1 expression enhanced the interaction between TBK1 and IRF3, only the Pim1L isoform complexed with TBK1 and IRF3, although both isoforms were expressed after TLR stimulation. Since Pim1L but not Pim1S contains a proline-rich motif at its N-terminus^18,31^, this motif may play a key role in the interaction between TBK1 and IRF3. These data indicate that Pim1 isoforms may play different roles in antiviral responses.

In conclusion, this study showed that Pim1 plays a key role in TLR-mediated IFN-β and ISG production. Specifically, after TLR stimulation, Pim1 is upregulated and promotes IFN-β production by promoting the association between IRF3 and its upstream adaptors and kinases. In summary, our study indicates that Pim1 may serve as a crucial positive regulator of innate immune antiviral responses.

## Supplementary information

Supplemental Information

How the deposited data were processed for this re-analysis (not part of the article)

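RNA-seq measured the RNA of bone marrow-derived macrophages (BMDMs) from WT and Pim1−/− mice, untreated or treated with LPS at 100 ng/ml for 4 h, in 12 libraries with 3 in each of 4 groups. The authors prepared stranded mRNA libraries, mapped the reads with TopHat and computed expression with Cuffdiff, and deposited a column of values per library. The unit is not written in the deposited columns, which were read as FPKM from the authors' use of Cuffdiff, from decimals printed as Cuffdiff prints FPKM and from column sums between 452511 and 849323. The library normalization and the gene annotation are not given in the sources used here. The methods name rat rn5 as the genome, while of the 23997 gene names 22694 matched mouse symbols of GENCODE M21 directly, 930 matched through a synonym and 373 did not match. In all libraries 7587 genes were listed at 0.

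FPKM holds no counts, so the depth was estimated. In genes with a single annotated transcript, values up to 0.3 FPKM fall on whole multiples of the value that 1 fragment gives, and 80.9% of 2266 such values lay within 0.05 of a whole multiple. From 118 genes that fixed this step, between 37400000 and 48400000 fragments per library were assigned to genes. Pearson's r across genes between replicates on log2(FPKM + 1) was 0.9977 to 0.9989. Genes are not independent replicates. Replicates of a group differed by 1.88 to 6.34 times the variance that sampling alone gives, which does not show what kind of replicates they are. The median coefficient of variation at 10 FPKM or more was 5.12% in LPS-treated Pim1−/− cells, 4.67% in untreated Pim1−/− cells, 3.03% in LPS-treated WT cells and 3.42% in untreated WT cells.

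The values were used as deposited. Genes with at least 1 FPKM in at least 3 libraries were kept, which left 10581, and log2(FPKM + 1) was fitted with limma (version 3.58.1, R 4.3.3) as 4 group means with a shared mean-variance trend. Contrasts compared the genotypes after LPS and without treatment, LPS with no treatment in each genotype, and the response to LPS between genotypes. The thresholds were more than 2-fold, p under 0.05 and a Benjamini-Hochberg FDR under 0.1, which the methods give for genes with increased expression in the ontology analysis and which were applied here in both directions. Lists of ISGs, proinflammatory genes, cell cycle genes and markers of macrophages, dendritic cells, neutrophils, B cells, T and NK cells, mast cells and basophils, stromal cells, erythroid cells and sex were written before the values were seen. They were tested with camera at an inter-gene correlation of 0.01, and again with an estimated correlation and with fry. Lists of 16 reference genes and 15 genes of the actin cytoskeleton were written after the data were seen and were only tallied. List medians relative to single reference genes other than Actb are not reported here. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

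The test was run on simulated values made from the real WT means and the real spreads of 10419 genes, each gene drawn independently. Of these, 200 were changed 3-fold in LPS-treated Pim1−/− cells, and the ISG list was multiplied by 0.6 in untreated Pim1−/− cells. In the comparison after LPS, limma called all 200 in the right direction and called 2 unchanged genes.

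Libraries of different groups share replicate numbers. The correlation of same-numbered deviations from the group means, over 3646 genes, was 0.33, 0.37 and 0.46 between the genotypes without treatment, and 0.43, 0.54 and 0.68 between LPS and no treatment in Pim1−/− cells. Each was over 0.1, the limit used here for treating the numbers as pairing these libraries. Differently numbered libraries were not compared, so the pairing is possible and not established. The pairing comes from the values, and the paper's text does not name what the numbers mark. The fit without the replicate number as a block was the main one, and the block was an alternative.

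Genes named in the text follow a rule fixed beforehand. It takes Pim1, the genes the paper's text names where a result is about them, the 22 genes of Fig. 2a, whose direction had been seen in the figure, the 5 called genes with the largest decrease and the 5 with the largest increase after LPS, the 3 in each direction for untreated cells and for the difference in LPS response, and the sex-linked genes. Markers and reference genes named in the text were chosen from their lists after their values were seen.

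Alternatives covered the pseudocount (0.1), no filter and a filter of 5 FPKM, median-ratio and quantile scaling, a fit of only the groups compared, the replicate block, other thresholds, limma without a trend, the other set tests and leaving out each library. An adjustment for GC content and transcript length by a loess fit with a span of 0.3, and scaling to Actb or to the reference genes, were added after the data were seen. For each result across genes, other splits of the same libraries were counted, 10 for 3 against 3, and 100 drawn for the difference in LPS response. The GO and KEGG enrichment of Fig. 2b, c was not analysed here, because DAVID was not used.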

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

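In this part, the tests on low values, on the culture, on dendritic cells, on cells of other types, on the remaining Pim1 signal, the splits of the libraries for the LPS response with the additive effects held, the scalings to Actb and the reference genes and the adjustment for GC content and length, were chosen only after the results were seen. The other scalings, pseudocounts, filters, thresholds and set tests used as alternatives here were chosen before the data were examined.

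The paper's RNA-seq figure shows LPS-treated cells, and the untreated libraries are data it does not report on. In these, 823 genes differed between Pim1−/− and WT BMDMs, 357 lower and 466 higher. Which direction holds more genes depends on the threshold, since 4439 were lower and 3465 higher at an FDR under 0.05 without a fold threshold. Groups did not overlap for 78.4% of the genes tested, where chance gives 10%. Of the genes called in untreated cells, 365 were also called after LPS, against 71.2 expected by chance, and 358 of these changed in the same direction. The largest decreases in untreated cells were those of Fxyd2 with a log2 fold change of −4.29, Clec4a1 with −3.53 and the pseudogene Atp6v0c-ps2 with −3.24, which is uncertain. The largest increases were those of 2810417H13Rik with 4.55, Pbk with 4.29 and Nusap1 with 4.24. In the splits of the 6 untreated libraries, 1 of 10 gave a count as large, the real one. With 10 splits this cannot exclude chance whatever the values, here and below. In simulated values with the spreads of the real genes, where only the ISG list was changed in untreated cells, the test called 1 gene in this comparison. That simulation drew each gene independently, while 1 component shared across genes held 46.6% of the variance of the real deviations. It therefore cannot decide on the spread between replicates as the cause. Among the 4 splits that part all 3 pairs of same-numbered libraries, only the real one gave a count as large, and the others mix the genotypes.

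The ISG list was lower in untreated Pim1−/− cells, with a median log2 fold change of −0.61 and 59 of 61 genes lower. Scaling did not remove it, since the value nearest 0 under median-ratio and quantile scaling was −0.63. GC content and transcript length as the whole cause are argued against by a median of −0.64 after adjusting each library with the replicate block. Low values are argued against by the 34 genes with a mean of at least 5 FPKM in untreated cells, whose median was −0.63 with 32 lower. Dendritic cells in the WT cultures stay open. The 4 MHC class II genes of the dendritic list had a median of −2.07 in untreated cells and −1.33 after LPS. Relative to Actb the median after LPS was 0.08, where that of all genes was 0.98. BMDMs express these genes too. Of the 8 other genes the highest in untreated WT cells was Siglech, at 0.7531 FPKM, against 0.05345 FPKM in untreated Pim1−/− cells. Among these 8, Ccr7, Zbtb46 and Cd209a were higher in untreated Pim1−/− than in untreated WT cells. The culture of the cells cannot be told apart from the genotype, because no label gives the mouse or culture of a library, and tight replicates, with a largest median coefficient of variation of 5.12%, do not separate them. The real split was again 1 of 10. The spread between replicates as the whole cause is argued against by the set tests (p = 6.3e-13 by camera, 0.00372 with an estimated correlation and 5.7e-11 with fry). A difference in baseline interferon signalling by genotype is the biological explanation that the design names, and it was not tested further.

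Cell cycle genes, which the paper's RNA-seq results do not discuss, were higher in Pim1−/− cells, with a median log2 fold change of 3.09 in untreated cells, where 30 of 30 were higher (p = 6.8e-24 by camera, 0.0013 with an estimated correlation), and 2.01 after LPS, where 29 of 30 were higher (p = 1.3e-17 by camera, 0.00347 with an estimated correlation and 3.3e-12 with fry). In untreated cells, Top2a was at 66.89 FPKM in Pim1−/− and 2.96 FPKM in WT. The gene of the list that was not higher after LPS was Mki67. It was at 26.18 FPKM in Pim1−/− and 28.59 FPKM in WT cells after LPS, a log2 fold change of −0.12. After LPS, scaling left a median of 1.81 or more and the adjustment for GC content and length 2.03, which argues against both as the whole cause. Cells of 6 other types in the Pim1−/− cultures are argued against by their marker lists. Of their 57 genes, 0 were at 10 FPKM or more in Pim1−/− cells and more than 2-fold above WT, 43 were under 1 FPKM in all groups, and 1, Lcn2, reached 10 FPKM in Pim1−/− cells and was higher in WT. More cells that are not mature macrophages and not on these lists stay open, since the macrophage markers had a median of −0.89 in untreated cells, with 9 of 10 lower, which such cells or lower expression per cell would give. The culture cannot be told apart from the genotype here either, with the same 5.12%. In both treatments the real split was 1 of 10, while the set tests above argue against the spread between replicates as the whole cause. More dividing cells in the Pim1−/− cultures, through the genotype or through the state of the culture, is a candidate explanation.

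The response to LPS differed between genotypes for 706 genes, 469 with a lower and 237 with a higher response in Pim1−/− cells (565 and 510 with a pseudocount of 0.1), and the cell cycle list had a median difference in response of −0.80. The largest lower responses were those of Ccl24 with −3.94, Mki67 with −3.63 and E2f8 with −3.41, and the largest higher ones those of Csf2 with 3.30, Mir8112 with 2.90 (standard error 0.61, uncertain, with 25.92 to 103.4 FPKM among untreated Pim1−/− libraries) and Cxcl1 with 2.73. A smaller difference that the pseudocount makes at low values is argued against as the whole cause for the cell cycle list, whose median was −0.54 with a pseudocount of 0.1. Exchanging genotypes within each treatment, the test for chance that was chosen first, gave a count as large in 10 of 100 splits, a cell cycle median as far from 0 in 52 of 100 and an ISG median as far from 0 in 60 of 100, but an exchange in only 1 treatment turns the genotype difference itself into a difference in response, so these counts do not decide on chance. After these counts were seen, a version was added that holds the additive genotype and treatment effects and reassigns what is left among the 12 libraries. In it, 1 of 100 splits, the real one, gave as many genes, 1 of 100 as large a cell cycle median and 10 of 100 as large an ISG median. That version ignores a possible pairing of libraries by replicate number. With the replicate number held too and libraries reassigned within it, 2 of 100 gave as many genes, 2 of 100 as large a cell cycle median and 8 of 100 as large an ISG median. Both added tests argue against chance spread between single libraries for the gene count and the cell cycle list. They cannot exclude a chance deviation of whole cultures, because no label gives the mouse or culture of a library. For the cell cycle list the set tests go the same way (p = 6.6e-09 by camera and 0.024 with an estimated correlation). For the ISG list, the median lies near 0 over genes that go both ways, and decides nothing.

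Tlr2 differed between genotypes in opposite directions, with a log2 fold change of −1.73 in untreated cells and 0.64 after LPS, and a difference in response of 2.37 (adjusted p = 1.9e-13, limma with Benjamini-Hochberg adjustment; 3 of 3 libraries in each comparison). Its means were 46.23 FPKM in WT and 13.20 FPKM in Pim1−/− untreated cells, and 216.4 and 337.4 FPKM after LPS. Scaling is argued against, since the value nearest 0 under the other scalings was 2.38. A difference by genotype in the response of Tlr2 to LPS stays open, as does the culture.

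Actb, which the paper uses as the reference for RT‒qPCR and does not report from the RNA-seq, was lower in Pim1−/− cells after LPS, at 2972 ± 269.4 FPKM against 8063 ± 246.2 FPKM in WT (SD, n = 3 each), a log2 fold change of −1.44. In untreated cells it was −0.36. Scaling left −1.20 or lower and the adjustment for GC content and length −1.47. Fragments moved from Actb to its paralog Actg1 are argued against, since Actg1 was lower too, with a Pim1−/− minus WT difference of −844.6 FPKM. Of the 15 other genes of the actin cytoskeleton, 14 were lower in Pim1−/− cells after LPS, with a median of −0.39 (−0.10 under quantile normalization and 1.04 relative to Actb, where that of all genes was 0.98), and the median was 0.03 in untreated cells (−0.11 relative to the reference genes). A smaller rise of actin RNA with LPS in Pim1−/− cells may be the biological explanation, and the culture stays open.

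Pim1 itself kept 33.9% of its WT value in Pim1−/− cells after LPS and 38.1% in untreated cells. WT cells in the Pim1−/− cultures would leave every gene at least that share. This is argued against by 114 genes of the 5231 at 10 FPKM or more in WT cells after LPS, which lay below 33.9% of WT in all 3 Pim1−/− libraries. Fragments from exon VI, which the deletion leaves and which holds 56.4% of the transcript, are consistent with a value of 38.1%. The values cover the whole gene, so a transcript from exon VI was not seen directly.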

How the results depend on the processing

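The adjustment for GC content and length and the scalings to Actb and to the reference genes were chosen only after the results were seen, and the other alternatives before.

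Without any fold threshold, at an FDR under 0.05, 4412 genes were lower and 3782 higher after LPS, 7904 differed in untreated cells (4439 lower, 3465 higher), 9453 and 8954 changed with LPS in WT and Pim1−/− cells (4705 and 4508 lower), and 6657 differed in their response (3520 lower, 3137 higher). More genes were thus lower than higher in untreated cells and, with LPS, in Pim1−/− cells, the other way round from the calls. The threshold itself makes this change. With a pseudocount of 0.1, 717 genes were higher after LPS and 725 lower, which moved the share of lower genes from 59.5% to 50.3%, and the response differed for 1075 genes, 565 lower and 510 higher, which moved the share with a lower response from 66.4% to 52.6%. A smaller pseudocount raises the fold changes of genes with low values by construction. Under quantile normalization the calls after LPS were 364 lower and 326 higher (52.8% lower), of which 332 and 301 were also called without it. It moved the share of lower genes among those changed by LPS in WT cells from 42.2% to 52.4% and in Pim1−/− cells from 41.6% to 50.9%, and the median log2 fold change of all genes with LPS was then −0.17 in WT and −0.18 in Pim1−/− cells (0.002 and −0.013 without it). The cause was not tested.

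The ISG list stayed lower under every alternative set beforehand. Apart from leaving out libraries, the medians were −0.61 to −0.31 after LPS and −0.85 to −0.61 in untreated cells. Its difference in response passed the threshold where it had not before with a pseudocount of 0.1 (0.41), the filter of 5 FPKM (0.06), quantile normalization (0.34), fry (0.06) and without WT untreated replicate 1 (0.04), all with a higher response in Pim1−/− cells. The proinflammatory list, at −0.55 (mean −0.15) and p = 0.045 by camera, no longer passed with the filter of 5 FPKM (−0.55, p = 0.0726), quantile normalization (−0.29, p = 0.192), an estimated correlation (−0.55, p = 0.268) and without WT LPS replicate 1 (−0.52, p = 0.0553). The cause was not tested. The cell cycle list kept its direction and its side of the threshold in every alternative run, the added ones included.

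With each library left out in turn, the counts were 519 to 589 lower and 356 to 413 higher after LPS, 740 to 823 in untreated cells, 3623 to 3679 for LPS in WT, 2585 to 2664 for LPS in Pim1−/− cells and 655 to 721 for the response. The ISG medians were −0.61 to −0.56 after LPS, −0.66 to −0.59 untreated and 0 to 0.10 for the response. The proinflammatory median was −0.55 to −0.51.

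Scaling each library to its Actb value moved the median of all genes from −0.033 to 0.98 after LPS and from −0.003 to 0.74 for the response. It reversed the ISG list (0.84) and the proinflammatory list (0.87) after LPS and raised the ISG response difference to 1.29, and it reversed Isg15 (0.74), Ifit2 (0.84), Ifit1 (1.17) and the response difference of Pim1 (0.88). Pim1 lost its call after LPS (−0.12, adjusted p = 0.0777, limma with Benjamini-Hochberg adjustment) and in untreated cells (−1), and Il6 (1.53), Tnf (1.53) and Ifnb1 (1.94) gained a call as higher in Pim1−/− cells after LPS. The low Actb value itself makes this change. Scaling to the geometric mean of the 16 reference genes left the ISG list at −0.54 after LPS.

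Of 859 values of named genes under the alternatives set beforehand, 851 kept their direction and call, 5 lost their call and 3 reversed. Those reversed, all without a call in either setting and all under quantile normalization, were Traf3 (−0.03), Tlr3 (0.08) and the response difference of Pim1 (0.21). Those that lost their call, also under quantile normalization, were Irf7 (−0.80), Cxcl11 (−0.89), Stat2 (−0.72), Il10 (−0.82) and the response difference of Actb (−0.79). After the adjustment for GC content and length, Il6 reversed without a call (−0.18, adjusted p = 0.00164, limma with Benjamini-Hochberg adjustment), Irf7 (−0.85) and Stat2 (−0.86) lost their call, and Irg1 (−1.02) and Il1b (−1.16) gained one. The cause was not tested. That adjustment was tried because the main component of the deviations between replicates, with 46.6% of their variance, followed GC content across genes (rho 0.67).

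Between genotypes after LPS, and for LPS in WT cells, the replicate numbers did not meet the limit for pairing, with correlations of 0.02, 0.37 and 0.19, and of −0.10, 0.14 and 0.19. With the replicate number as a block, 544 genes were lower and 371 higher after LPS, 824 differed in untreated cells, 3686 and 2649 changed with LPS in WT and Pim1−/− cells, and 707 differed in response. The block left the ISG medians at −0.60, −0.61 and 0.06, the proinflammatory median at −0.55 and the cell cycle median at 2.01, and changed no call among these.

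DESeq2's test was not run, because the values are FPKM and not counts. Adding the genes of Fig. 2a to the ISG list was not run, because they were read from a picture and chosen on these libraries. A fit of only the groups compared is the same as the main one for the response. Depth limits genes with low values most, since at 37400000 fragments a value near 0.3 FPKM rests on few fragments.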

Differences from the paper's values

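The comparisons relative to Actb and to other reference genes were chosen only after the results were seen. The direction of the genes in Fig. 2a matched the values here for all 22 genes, under each alternative set before the data were examined for which they were recomputed.

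The paper shows lower IFN-β mRNA in LPS-treated Pim1−/− BMDMs by RT‒qPCR in Fig. 2f, at times before and after 4 h. It also reports less IFN-β protein by ELISA in these cells. With LPS, IFN-β mRNA was lower too in BMDMs with Pim1 siRNA and in Pim1−/− RAW264.7 cells. In the RNA-seq at 4 h, Ifnb1 was higher in Pim1−/− cells, at 15.53 ± 1.27 FPKM against 8.50 ± 0.906 FPKM in WT (SD, n = 3 each), a log2 fold change of 0.80 (adjusted p = 3.9e-08, limma with Benjamini-Hochberg adjustment), with 3 of 3 libraries above all WT libraries. It stayed higher under each alternative set beforehand and relative to each of 16 reference genes. It is listed at 0 in all untreated libraries. The paper reports strongly reduced Pim1 mRNA, and the RNA-seq value was 33.9% of WT. The paper's Fig. 2f marks no difference in ISG15 and ISG54 without stimulation, while untreated Pim1−/− cells had lower Isg15 (−1.41) and lower Ifit2, the gene of ISG54 (−1.64).

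Values that go the same way as the paper's RT‒qPCR after LPS were those of Isg15 (−0.70), Ifit2 (−0.60) and Ifit1, the gene of ISG56 (−0.27), which were lower, and those of Il6 (0.08, adjusted p = 0.142) and Tnf (0.08, adjusted p = 0.135, both limma with Benjamini-Hochberg adjustment), which were not called. The paper's text names ISG56 for Fig. 2f, g, where the figure and its legend show ISG54, so both genes are given. Scaling to Actb, the reference of the paper's RT‒qPCR, raises the median of all genes to 0.98, so the signs relative to it depend on Actb itself. Relative to it Isg15 was at 0.74, Ifit2 at 0.84, Ifit1 at 1.17, Il6 and Tnf at 1.53 each (adjusted p = 5.4e-10 and 6.7e-12), Ifnb1 at 1.94 and Pim1 at −0.12 (adjusted p = 0.0777, same test). The libraries and the RT‒qPCR are separate measurements at different times.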

Other observations

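In this part, the tests of the LPS response difference, of the list and of its single genes, and of Ifnb1 and the scalings to Actb and other reference genes were chosen only after the results were seen.

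The lower ISG list after LPS was weighed against the difference already present before LPS. That LPS adds no further difference in the single genes is argued against. At an FDR under 0.1 the response differed for 52 of the 61 genes (limma with Benjamini-Hochberg adjustment over all genes), 23 with a lower and 29 with a higher response in Pim1−/− cells, and 11 were called. Among the 34 genes at 5 FPKM or more in untreated cells it differed for 27, 13 lower and 14 higher, also with a pseudocount of 0.1. This is not particular to the list, since it differed for 7245 of all 10581 genes tested. Whether the list as a whole shifted stays open. With a pseudocount of 0.1 the response of the list was higher in Pim1−/− cells by a median of 0.41, while at the pseudocount of 1 the median was 0.06 (p = 0.0735 by camera and 0.344 with an estimated correlation), and the genes went both ways, 29 lower and 32 higher. In none of the alternatives set beforehand was the median response of the list below 0. Across the 61 genes the log2 fold changes before and after LPS had an r of −0.10, and across all tested genes 0.62, where genes are not independent replicates. For single genes the response was smaller for Cxcl9 (−2.07) and Ch25h (−2.29) and larger for Ifit1 (1.71) and Cxcl10 (1.84).

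Less Ifnb1 RNA at the same time could be the source of the lower ISGs after LPS. It is argued against at 4 h by the log2 fold change of Ifnb1 of 0.80. Earlier Ifnb1 RNA and the protein were not measured in these libraries. In separate experiments on LPS-treated Pim1−/− BMDMs the paper reports less IFN-β mRNA by RT‒qPCR and less IFN-β protein by ELISA. Both therefore stay open as a source.

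Whether the lower ISG list would also show relative to Actb is not decided by a median of 0.84 relative to Actb, since this scaling moves all genes alike, to a median of 0.98, and the list stayed below that. Relative to 13 of the 16 reference genes the median was below 0. The 16 genes had a median log2 fold change of 0.20 between genotypes after LPS and 0.07 without treatment. RT‒qPCR in separate experiments may rest on another level of Actb, which these data do not show.

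In the splits of 6 libraries, 1 of 10 gave as many lower genes after LPS, 1 of 10 as many higher genes, 1 of 10 as many genes changed by LPS in WT cells and 1 of 10 in Pim1−/− cells, and 1 of 10 gave an ISG, a proinflammatory and a cell cycle median as far from 0 after LPS, in each case the real split, and 10 splits cannot exclude chance whatever the values. Against the spread between replicates, the ISG and cell cycle lists passed by camera with an estimated correlation too (p = 0.00697 and 0.00347). The proinflammatory list did not pass by camera with an estimated correlation (p = 0.268), but passed by fry (p = 1.7e-05). The set tests thus differ for the proinflammatory list and do not decide on the spread between replicates there. Among the 4 splits that part all pairs in Pim1−/− cells, only the real one gave a count as large as 2649, and the others mix the treatments.

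The marker list of macrophages had a median of −0.88 after LPS and −0.89 in untreated cells, with 9 of 10 lower in both. Relative to Actb, where the median of all genes was 0.98 after LPS and 0.26 in untreated cells, these were 0.52 and −0.53, and under quantile normalization −0.54 and −0.84. Csf1r was lower by a log2 fold change of −1.32 after LPS and Lyz2 of −0.97, while Ctsd was higher (0.35). The neutrophil list had a median of −0.60 after LPS and 0.32 in untreated cells over 4 tested genes, and the stromal list −0.79 and −0.47 over 8. Relative to Actb the neutrophil median after LPS was 0.34, also below that of all genes. Of the B cell list and of the T and NK cell list 1 gene each was expressed enough to be tested, and of the mast cell, erythroid and female lists 0. The 4 male genes had a median of 0.26 after LPS and −0.02 in untreated cells, with no call (0.30 in untreated cells relative to Actb), and Xist had a mean of 0.000929 FPKM in untreated WT cells and was listed at 0 in the other groups. The proinflammatory list had a median of −0.59 in untreated cells.

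The paper reports that siRNA against Pim1 in BMDMs left IL-1β and IL-10 mRNA unaffected after LPS. In the knockout libraries, another condition, Il1b was at 8515 FPKM in WT and 4436 FPKM in Pim1−/− cells (−0.94) and Il10 at 48.81 and 21.93 FPKM (−1.12). The paper also reports that LPS raised Pim1 and not Pim2 or Pim3. In WT cells here Pim1 rose from 22.93 to 645.4 FPKM, Pim2 from 1.70 to 2.99 FPKM and Pim3 from 5.47 to 7.30 FPKM.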
